A study of Homo sapiens with 8 samples. Its data were reported in "MicroRNA-8073: Tumor suppressor and potential therapeutic treatment" (2018).

How the data were processed

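Expression of mRNA was measured in HCT116 cells, a human colorectal cancer cell line, after transfection with a synthetic miR-8073 mimic, with a microRNA-negative control sequence, or with no sequence (mock). Each array held labelled RNA of 1 sample in a single dye, Cy5, on a 25K oligo chip of the 3D-Gene platform. The labels assigned 3 arrays to the mimic, 3 to the negative control and 2 to mock. They gave no slide, date, batch or time after transfection, for which the study states 2 different times, and did not say whether the replicates were separate cultures, so the p-values measure only the spread between these samples, which may be technical.

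The deposited intensity of a spot was the median of its pixels at 635 nm, not corrected for background and not normalized, per the file headers. An array had 27456 spots, of which 24460 carried a probe, 2680 were blank and 316 were other controls. The authors also deposited a table of log2 values, which they described as normalized by quantiles between arrays. In that table every array ran from a floor of 2.07 to 14.95, the medians of the 8 arrays were 2.07 to 2.58, and 11550 to 12820 probes lay at the lowest value. Ranked against the spot intensity of the same array, the deposited log2 values had a Spearman correlation of 1 on each array. Their background correction is not given in the sources used here, so only the scale and the order of those values were taken as known. A reading at 532 nm was also deposited as an intensity by the authors. It belonged to no sample, exceeded the 95th percentile of the blank spots for 0.846% to 3.07% of probes, and was not used further.

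The background was estimated from the blank spots by normexp with an offset of 50, followed by quantile normalization between arrays, in limma 3.58.1 and R 4.3.3, with jsonlite 2.0.0 to read the labels. This departed from the plan written before the data were examined, which took the ring of pixels around each spot as background. The ring's log intensity correlated with that of its own spot at 0.919 to 0.986 over the spots of an array. The ring was therefore taken to hold signal of the spot. A local background shared by ring and spot would also give a correlation, and no test separated these. The change was made before any groups were compared, and the planned setting, under which limma called 0 probes in each comparison (367, 266 and 421 at an unadjusted p below 0.05), stands among the alternatives. The sample groups, tests, gene lists and the rule for named genes were kept as first written, except for the seed site test below.

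Control spots and 13 probe spots marked as faulty were left out. A probe was taken as above background on an array when its spot exceeded the 95th percentile of the blank spots, and 12904 probes that did so on at least 2 arrays were tested. Signals are given as the normalized value minus the offset of 50, in scanner units. A log2 change is on the scale of log2(signal + 50), which understates the change of dim probes. Folds are ratios of mean signals. Where a probe was not above background on any array of the dimmer group, a lower bound is given instead. For it the brighter group's mean was set against the mean of the higher of 2 values per array, the probe's own and the lowest among probes above background. This bound was taken from means of log2(signal + 50). It is therefore smaller than a fold in signal and cannot be compared with one. Of the 24460 probes, 20236 had 1 gene symbol, 0 had several and 4224 had none. Symbols were updated for 2899 probes, were already current for 17238, and kept their older form for 99. The 11336 tested probes with a symbol stood for 10255 genes. Among 1055 genes with more than 1 tested probe, 225 had only some probes past the threshold and 1 had probes called in opposite directions. In gene lists a gene was represented by its probe with the highest mean over the 8 arrays.

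A linear model with 3 group means was fitted to all 8 arrays with limma (lmFit and eBayes, 5 residual degrees of freedom and 2.36 prior ones). P-values were 2-sided and adjusted by the Benjamini-Hochberg method over the tested probes, with a threshold of 0.05. The comparisons were mimic against negative control, mimic against mock, negative control against mock, probes called in the same direction against both controls, and mimic against the 5 control arrays as 1 group. Counts were also taken at the study's thresholds, with the methods' t-test, on log2(signal + 50) and, as alternatives, on values without the offset. Limma's camera tested 23 gene lists with a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists. The estimated setting also changes the degrees of freedom of the test. As planned, the lists were tested with limma's fry too. Its calls of a shift in 1 direction are given where they differ from those of camera. Fry's mixed test, which asks for changes in either direction, is given for mimic against negative control. The lists covered cell cycle, stress, apoptosis, metabolism, differentiation and markers of other cell types, and 1 list held the 5 genes that the study chose in part on these samples.

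Genes were named by a rule, with falls and rises ranked by log2 change: the 5 genes of the study; the 10 largest falls and 10 largest rises against the negative control among genes called in the same direction against both controls; the 4 largest falls and 4 largest rises in each comparison with mock; and 2 to 4 members of a described list with the smallest adjusted p. Y-linked genes and XIST were left out. Because comparisons share arrays, overlaps were also computed for 100 simulated data sets with no group effect. The model was tested on simulated data over the 12904 probes. For mimic against negative control and for mimic against mock it recovered 84% of probes changed by a log2 of 0.5 and 100% of those changed by 1, with 11 and 7 false calls. For mimic against pooled controls it recovered 92% and 100%, with 9 false calls.

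Alternatives were the ring background, subtraction of the mean blank spot, centring on medians, the authors' log2 values, other filters on dim probes, an intensity trend with robust variances, the replicate number as a block, a fit of only the 2 groups compared, the methods' t-test, an estimated correlation for lists, and leaving out each array. An offset of 16 was added after seeing the data. A planned test of seed sites in 3' untranslated regions was not run, since transcript sequences were not used here. The number of arrays limits the precision of all values, most of all for mock with 2.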

Results

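To measure the mRNA response of colorectal cancer cells to miR-8073, expression was profiled on 8 arrays of HCT116 cells: 3 after transfection of the miR-8073 mimic, 3 after a microRNA-negative control sequence and 2 after mock treatment. Blank spots averaged 59.8 to 64.4 scanner units per array, and 11560 to 12790 probes (47.3% to 52.3%) were above background. Log2 values of arrays correlated at 0.993 to 0.996 in the 7 pairs of arrays of the same group and at 0.983 to 0.993 in the 21 pairs of different groups. The first principal component held 48.9% of the variance. On it the negative control arrays lay at -15.0 to -11.2, the mimic arrays at 10.7 to 14.6 and the mock arrays at -3.74 and 5.53.

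**Figure D1:**
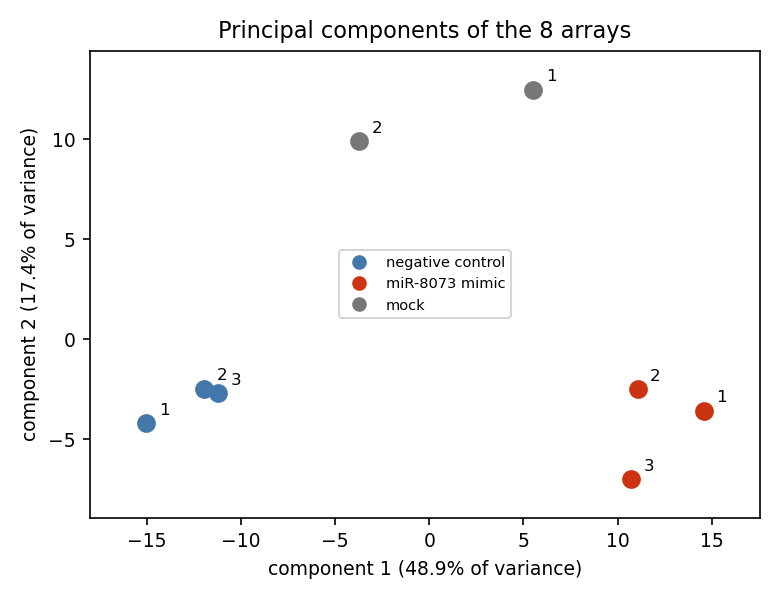
Each point is 1 array, placed by its score on principal component 1 (48.9% of variance) and component 2 (17.4%) of the normalized log2 values, with its replicate number. The mock arrays, at -3.74 and 5.53 on component 1, lie between the negative control and mimic arrays.

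The study named FOXM1, CCND1, KLK10, CASP2 and MBD3 as targets of miR-8073, and their mRNA was compared first. FOXM1, a transcription factor of the cell cycle (probe H200000064), fell from a signal of 71.3 ± 4.13 with the negative control to 7.31 ± 1.24 with the mimic (SD, n = 3 each), against 68.5 ± 9.45 in mock (SD, n = 2). Its log2 change was -1.08 ± 0.05 (SE) against the negative control, with an adjusted p of 0.000198 in limma, and -1.05 against mock, with an adjusted p of 0.000404. These were folds of 9.76 and 9.38 in signal. The mimic signals of FOXM1, 6.37 to 8.71, lay close to background, so the size of these folds depends on the background setting. CCND1, which encodes cyclin D1 (H200006989), fell from 2137 ± 175 to 587.1 ± 94.4 (mock 1800.0 ± 117), a 3.64-fold difference from the negative control with a log2 change of -1.79 ± 0.11 and an adjusted p of 0.000343. Against mock the log2 change of CCND1 was -1.55 (adjusted p = 0.00189). KLK10, a secreted serine protease of the kallikrein family (opHsV0400003034), fell from 27.5 ± 2.15 to 6.50 ± 1.51, with 2 of the 3 mimic arrays above background. Its log2 change was -0.46 ± 0.04 against the negative control (adjusted p = 0.000701) and -0.61 against mock (adjusted p = 0.0011). For FOXM1, CCND1 and KLK10, all 3 mimic arrays lay below all 5 control arrays. The same held for CASP2 and for MBD3 probe H200008337, described next, but not for the other MBD3 probes.

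CASP2, which encodes caspase-2 (CHsGV10002291), had a signal of 18.0 ± 7.41 with the negative control and 14.3 ± 9.06 in mock, and with the mimic it was not well above background on any of the 3 arrays. Its log2 change of -0.33 ± 0.10 did not pass the test against the negative control (adjusted p = 0.0591, at least 1.23-fold lower), and that of -0.25 did not pass against mock (adjusted p = 0.279, at least 1.16-fold lower). CASP2 passed against the negative control without negative control array 2, mock array 1 or mock array 2 (adjusted p of 0.033, 0.0359 and 0.0364), and also with the blank mean subtracted (0.024), an intensity trend (0.026), a fit of the 2 groups alone (0.0364) or an offset of 16 (0.0114), so its side of the threshold depends on the setting. Over all alternatives its adjusted p ranged from 0.00632 with the authors' log2 values to 1 with the ring background. MBD3, a methyl-CpG-binding protein of the NuRD complex, was measured by 3 probes that differed. Probe H200008337 fell from 40.7 ± 2.72 to 18.7 ± 3.59 (mock 51.3 ± 1.73), a log2 change of -0.40 ± 0.05 with an adjusted p of 0.00266, and of -0.56 against mock (adjusted p = 0.00375). The brightest MBD3 probe, DHsGV10003361, had 90.7 ± 4.09 and 72.5 ± 12.2 (adjusted p = 0.141), and DHsGV10001502 had 22.0 ± 1.05 and 20.7 ± 4.19 (adjusted p = 0.754). With MBD3 taken by its brightest probe, 3 of the 5 genes fell against the negative control, and 5 did when adjusted over the list alone. Against mock 3 fell by either count. Because the study chose these genes in part on these samples, neither the counts nor the test of the list are independent evidence of their direction. The study also used predicted targets and gene ontology to choose them. It then examined them by qRT-PCR, reporter assays of their 3' untranslated regions and Western blots, which are not part of these data. The list's median log2 change was -0.46 against the negative control (camera adjusted p = 4.95e-05, and adjusted p = 0.0601 with an estimated correlation) and -0.61 against mock (adjusted p = 8.9e-07, and adjusted p = 0.0218 with an estimated correlation).

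**Figure D2:**
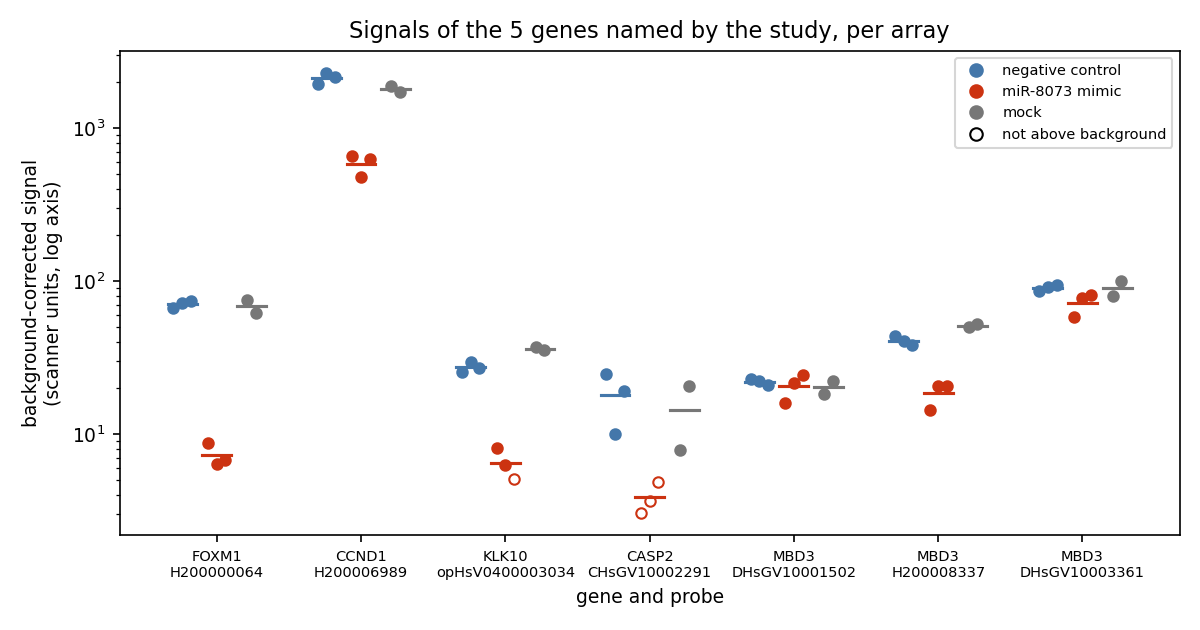
Background-corrected signal of each array, on a log axis, for the probes of the 5 genes named by the study. Points are arrays, bars are group means and open points were not above background: FOXM1 averaged 71.3 with the negative control, 7.31 with the mimic and 68.5 in mock, while MBD3 probe DHsGV10001502 averaged 22.0, 20.7 and 20.2.

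Comparison of the mimic with the negative control asked what the miRNA sequence adds to transfection of an unrelated duplex. Genes are ranked by the log2 change of signal plus 50, which places dim genes lower than their fold in signal would. On that scale the largest fall was in TK1, the thymidine kinase of DNA precursor salvage (7.38-fold). FOXM1, dimmer and close to background with the mimic, had 9.76-fold. The signal of TK1 dropped from 2478 ± 234 to 335.6 ± 21.8 (SD, n = 3 each, log2 change -2.71 ± 0.07, adjusted p = 1.71e-05). Other genes that fell against both controls included CAPNS1, the small subunit of calpains (730.7 to 163.6, 4.47-fold), PABPN1, a nuclear poly(A)-binding protein (1146 to 313.9, 3.65-fold), and the polycomb gene CBX6 (771.8 to 244.7, 3.15-fold). SNU13, a protein of small nucleolar and spliceosomal RNPs, FARSA, a subunit of phenylalanyl-tRNA synthetase, the phosphatase gene CTDSP2, the ceramide synthase gene CERS2 and the vitamin transporter gene SLC5A6 also fell, with log2 changes of -1.47, -1.38, -1.36, -1.27 and -1.21. The largest rise against both controls was in KRTAP2-1, a keratin-associated protein gene, from 128.3 ± 29.6 to 346.4 ± 28.6 (log2 change 1.16 ± 0.12, adjusted p = 0.0017). Next came HMGCS1 and MSMO1, enzymes of cholesterol synthesis, which rose from 106.7 to 232.9 and from 122.8 to 259.0 (log2 changes 0.85 and 0.84), then the embryonic globin gene HBE1 (0.80), the RNA helicase gene DDX3X (0.73), INSIG1 (0.72), GAS6 (0.71), FAM8A1 (0.69), CPA4 (0.67) and BTF3L4 (0.61). CBX6 and DDX3X also differed between the controls, with log2 changes of 0.76 (adjusted p = 0.0195) and -0.45 (adjusted p = 0.0116) for negative control against mock.

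Genes of G1/S and DNA replication fell together against the negative control. Of 29 measured members 21 fell and none rose (24 fell when adjusted over the list alone), with a median log2 change of -0.38 (camera adjusted p = 1.13e-13, and adjusted p = 0.0293 with an estimated correlation). Besides TK1 they included RRM2, a subunit of ribonucleotide reductase (-1.19 ± 0.10, adjusted p = 0.000765), the chromatin assembly gene CHAF1A (-0.61 ± 0.06, adjusted p = 0.00121) and MCM5 of the replicative helicase (-0.85 ± 0.09, adjusted p = 0.00165). Of 27 G2/M genes 7 fell and none rose (12 fell adjusted over the list alone), among them the centromeric histone gene CENPA (-0.85), the cyclin genes CCNF (-0.80) and CCNA2 (-0.79), and the mitotic kinase gene NEK2 (-0.47). The median of the G2/M list was -0.21 (adjusted p = 0.000437, and adjusted p = 0.0601 with an estimated correlation). Of 19 cholesterol synthesis genes 6 rose, including INSIG1, HMGCS1, MSMO1 and IDI1 (0.49), and EBP, the sterol isomerase, fell (-0.42). Adjusted over the list alone 11 rose and 1 fell. The median of that list was 0.22 (adjusted p = 0.00273, and adjusted p = 0.0728 with an estimated correlation). Of 7 measured mesenchymal genes 4 fell, namely the integrin gene ITGA5 (-0.76), VIM, which encodes vimentin (-0.27), and the matricellular genes CCN1 (-0.46) and CCN2 (-0.39). Adjusted over the list alone 4 fell and 1 rose. That list had a median of -0.27 (adjusted p = 0.0451, and adjusted p = 0.394 with an estimated correlation), while against mock none of the 7 fell and 1 rose, with a median of 0.0039 (adjusted p = 0.921). The call of the mesenchymal list was lost without negative control array 2 or 3, mimic array 1 or 2, or either mock array (adjusted p of 0.0514 to 0.0831). It was also lost with the replicate number as a block (0.0707). Calls of members were lost for IDI1 with the authors' log2 values (0.0551), CCN2 with median centring (0.0759) and the methods' t-test (0.0821), and CCN1 with the methods' t-test (0.0626).

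**Figure D3:**
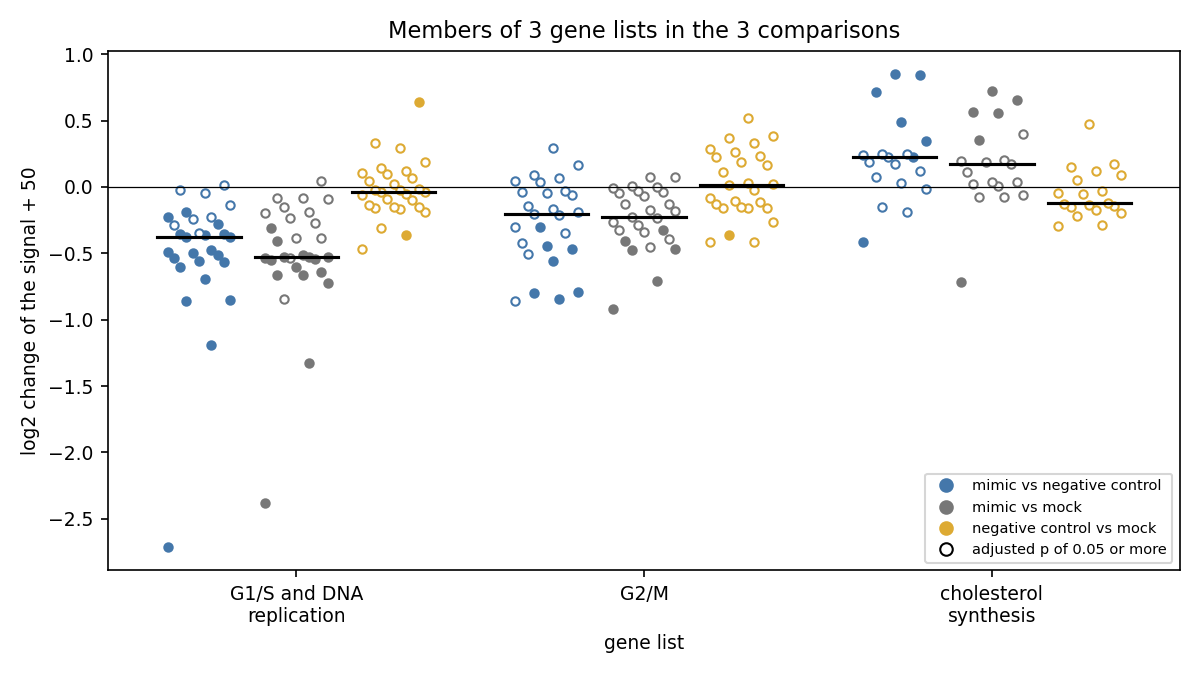
Log2 change of each measured member of 3 gene lists in the 3 comparisons, with filled points for an adjusted p below 0.05 and black bars for list medians. Medians of the G1/S and DNA replication list were -0.38 and -0.52 for the mimic against negative control and mock, and -0.04 for negative control against mock.

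Over the 12904 probes tested, 2017 passed for mimic against negative control, 1009 lower and 1008 higher, in 1808 genes. A log2 change beyond 1 on the scale of signal plus 50, which leaves out some dim probes with more than 2-fold in signal, was reached by 35 of the lower and 12 of the higher probes. Of the 35, 28 were also lower than in mock. Of the 12, 1 was also higher than in mock and 10 were lower in negative control than in mock. The share of lower calls was 50.02%, 33.7% when arrays were centred on their medians and 46.7% with the authors' log2 values. The count was 1083 without negative control array 1 and 1230 without negative control array 3.

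Comparison of the mimic with mock-treated cells asked for the joint effect of transfection and miRNA sequence. On the same scale TK1 again had the largest fall (5.84-fold in signal, where FOXM1, close to background with the mimic, had 9.38). TK1 had a signal of 335.6 ± 21.8 with the mimic (n = 3) against 1960.0 ± 70.5 in mock (SD, n = 2), a log2 change of -2.38 ± 0.08 (adjusted p = 9.9e-05). It was followed by CAPNS1 (-1.86 ± 0.10, adjusted p = 0.00036), SNU13 (-1.79 ± 0.11, adjusted p = 0.000871) and CCND1. The largest rises were in KRTAP2-1 (0.96 ± 0.14, adjusted p = 0.0139), SMARCD2, a subunit of the SWI/SNF chromatin remodeller (14.5 to 68.1, log2 change 0.86, adjusted p = 0.0109), TNFAIP1 (0.78, adjusted p = 0.006) and the homeobox gene HOXA9 (0.75, adjusted p = 0.00583). SMARCD2 and HOXA9 were also higher in the negative control than in mock, with log2 changes of 0.64 (adjusted p = 0.0308) and 0.42 (adjusted p = 0.0364). KRTAP2-1 lost the call without mimic array 3 (adjusted p = 0.0522) and without mock array 2 (0.0834), as SMARCD2 did without mock array 2 (0.0691). KRTAP2-1 also lost it with median centring (0.0636), the authors' log2 values (0.0512) and no filter (0.0584), SMARCD2 with a fit of the 2 groups alone (0.0624), TNFAIP1 with median centring (0.0638) and HOXA9 with the authors' log2 values (0.0891), and with the methods' t-test all genes named in this comparison lost it (TK1 0.0825).

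Of the G1/S and DNA replication genes 16 of 29 fell against mock and none rose (23 fell adjusted over the list alone), with a median of -0.52 (camera adjusted p = 7.56e-20, and adjusted p = 0.0122 with an estimated correlation). Among them were MCM3 (-0.64), the uracil-DNA glycosylase gene UNG (-1.33) and the flap endonuclease gene FEN1 (-0.52). Of the G2/M genes 6 of 27 fell (9 adjusted over the list alone), including BIRC5, which encodes survivin (-0.32), CCNA2 (-0.92), CENPA (-0.48) and CCNF (-0.47), with a list median of -0.23 (adjusted p = 2.45e-06, and adjusted p = 0.0218 with an estimated correlation). Of the 19 cholesterol synthesis genes 5 rose and 1 fell (6 and 1 adjusted over the list alone), with HMGCS1 at 0.72, INSIG1 at 0.57, MVK at 0.66 and EBP at -0.71. The list had a median of 0.18 (adjusted p = 0.00663, and adjusted p = 0.0961 with an estimated correlation). Of 23 p53 target genes SESN1 (0.27, adjusted p = 0.0219) and BTG2 (0.26, adjusted p = 0.0326) rose and none fell (4 rose adjusted over the list alone), with a median of 0.08 (adjusted p = 0.047, and adjusted p = 0.254 with an estimated correlation). Against the negative control 3 of the p53 targets rose and 2 fell (median 0.02, adjusted p = 0.68). For negative control against mock the median was 0.07 (adjusted p = 0.367), close to that of the mimic. The call of the p53 list was lost with median centring (adjusted p = 0.0665) and with the replicate number as a block (0.125). It was also lost without negative control array 1 or 3, mimic array 1 or 3, or either mock array (0.0605 to 0.138). Calls of single members were lost for BTG2 without any array but mock array 1 (0.05 to 0.161), SESN1 without negative control array 3 or any mimic or mock array (0.051 to 0.121), CCNF without any array but mimic array 1 (0.0545 to 0.124), CENPA without negative control array 2 or 3, mimic array 1 or 3 or mock array 2 (0.0507 to 0.14), MVK without negative control array 3 or any mimic array (0.0524 to 0.0725), and HMGCS1, INSIG1 and EBP without mock array 2 (0.0647, 0.0675 and 0.0527), INSIG1 also without mock array 1 (0.0637). With the authors' log2 values the calls of MCM3, FEN1, BIRC5, CENPA, CCNF, HMGCS1, INSIG1, MVK, EBP, SESN1 and BTG2 were lost (0.0525 to 0.48), with median centring those of MCM3, FEN1, BIRC5, CCNA2, CENPA, CCNF, MVK, SESN1 and BTG2 (0.0589 to 0.329), and with the blank mean subtracted those of BIRC5, CENPA, CCNF and MVK (0.0539 to 0.124). With a fit of the 2 groups alone CENPA, CCNF, MVK, HMGCS1, SESN1 and BTG2 lost it (0.0596 to 0.116), with no filter CENPA, CCNF, MVK, INSIG1 and BTG2 (0.0541 to 0.0995), and with an intensity trend BIRC5 (0.108). Without mock array 2 the median of the cholesterol synthesis list against mock was 0.12.

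In all, 488 probes passed for mimic against mock, 330 lower and 158 higher, in 455 genes, with 18 lower and 0 higher by a log2 change beyond 1. The share of lower calls was 67.6%, 77.5% with median centring and 86.4% with the authors' log2 values. The count depended on single arrays: it was 126 without mock array 2, 312 without mock array 1, 213 and 287 without mimic arrays 3 and 1, and 275 without negative control array 3.

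Against both controls together, the 5 genes of the study were represented by FOXM1, CCND1, KLK10 and probe H200008337 of MBD3, and the 10 largest falls and 10 largest rises are those named above for the mimic against the negative control. Without any 1 array, those 20 genes kept their call against the negative control (10 of 10 falls and 10 of 10 rises). They were chosen on these same arrays for their large change in that comparison, so this is not independent evidence. Against mock, 7 of the 10 falls kept the call whichever array was left out, but only 1 of the 10 rises did. The rises lost 9 calls without mock array 2, 6 without mimic array 3, 4 without negative control array 1, 3 without negative control array 2 or 3 or mimic array 1 or 2, and 2 without mock array 1, always with the same sign. The falls lost 3 without mimic array 3 or mock array 2, 2 without mimic array 1 or mock array 1, and 1 without mimic array 2 or any negative control array. The planned ring background ended all calls of these 20 genes in both comparisons and turned the sign of FAM8A1 (-0.055 against the negative control and -0.37 against mock) and of SLC5A6 against mock (0.010). Other settings that kept all arrays also ended calls against mock, with the same sign. All 10 rises lost theirs with the authors' log2 values (adjusted p of 0.0512 to 0.585) and with the methods' t-test (0.166 to 0.348), 7 with median centring, with no filter or with a fit of the 2 groups alone, 5 with the blank mean subtracted and 1 with an intensity trend, so the rises against mock are not firm. Of the 10 falls, 3 lost the call with median centring or no filter, 2 with a fit of the 2 groups alone, 1 with the authors' log2 values, and 10 with the methods' t-test (0.0825 to 0.333), which also ended the calls of FOXM1 (0.135), KLK10 (0.123) and MBD3 probe H200008337 (0.172) against mock. Against the negative control, outside the ring background, 1 call of these 20 was lost, that of FARSA with the methods' t-test (0.0621).

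In this comparison 260 probes were lower and 100 higher, in 243 and 93 genes, and 4 were called in opposite directions. Independent lists of these sizes would share 25.8 and 12.3, and simulated groups with no effect, which call almost no probes and so give no reference for these counts, shared 0 and 0 (mean of 100 draws). Of the probes called against the negative control 86.3% had the same sign against mock. The simulation gave 80.2%, taken over as many of its probes with the smallest p, called or not. The covariance of the log2 changes was 0.0231, with 0.00302 simulated, and the correlation across probes, which are not independent, was 0.62, with 0.45 simulated. The simulated groups share the mimic arrays too, so independent noise of those arrays is already in the reference and does not make the excess. Noise common to many probes of those arrays was not simulated and may add to it. The lower share was 72.2%, 78.8% with median centring and 89.5% with the authors' log2 values. Without mock array 2 the count was 111, without mimic array 3 or 1 it was 172 or 223, and without negative control array 3 or 1 it was 197 or 235. With the 5 control arrays as 1 group 773 probes passed (469 lower and 304 higher, so 60.7% lower, or 79.4% with the authors' log2 values), with a range of 277 without mimic array 3 to 1568 without mock array 1. With the study's thresholds set on log2(signal + 50), 10 probes were lower in both comparisons and 0 higher, from 25 lower and 10 higher against the negative control and 10 and 0 against mock. On this scale the limit on mean signal removes no probe and the limit on the fold is stricter than in signal. With the blank mean subtracted and no offset the counts were 14 and 0 in both, 78 and 48 against the negative control and 18 and 1 against mock. The 10 became 1, 2 and 0 without mimic arrays 1, 2 and 3, and 2 and 3 without mock arrays 1 and 2. After Benjamini-Hochberg adjustment alone the methods' t-test called 818 and 2 probes.

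Comparison of the negative control with mock gave the background of transfecting an unrelated sequence. PDCD6, a calcium-binding protein gene, fell from 689.8 ± 48.3 in mock (SD, n = 2) to 203.6 ± 26.5 with the negative control (SD, n = 3), a log2 change of -1.55 ± 0.14 (adjusted p = 0.00555), and its signal with the mimic was 836.7 ± 145. The methionine salvage gene MTAP fell from 284.5 to 92.2 (log2 change -1.24, adjusted p = 0.00237), CYRIB from 491.5 to 192.3 (-1.15, adjusted p = 0.00622) and ITPRID2 from 143.3 to 40.2 (-1.10, adjusted p = 0.0023), with mimic signals of 277.3, 657.5 and 139.4. The 4 genes rose for the mimic against the negative control, with log2 changes of 1.80, 1.20, 1.55 and 1.07. The largest rises for negative control against mock were in NDUFB2, a subunit of respiratory complex I (1.04, adjusted p = 0.0495), the cystatin gene CSTB (0.88, adjusted p = 0.0408), the syntaxin gene STX3 (0.88, adjusted p = 0.00474) and FAM83H (0.83, adjusted p = 0.03). NDUFB2 lost the call without any array but mock array 2 (adjusted p of 0.0725 to 0.141), CSTB without any negative control array, mimic array 2 or 3 or mock array 1 (0.0606 to 0.146), and FAM83H without any negative control array or mock array 1 (0.0525 to 0.157). These 3 also lost it with the blank mean subtracted, median centring, the authors' log2 values, no filter or a fit of the 2 groups alone (0.0642 to 0.198), STX3 with median centring (0.0907), and all 8 genes with the methods' t-test (0.17 to 0.332).

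Of the 7 mesenchymal genes ITGA5 (0.64, adjusted p = 0.00622) and CCN2 (0.48, adjusted p = 0.0267) were higher in the negative control than in mock, and 5 were when adjusted over the list alone. The list's median was 0.23 (camera adjusted p = 0.00391, and adjusted p = 0.639 with an estimated correlation), and this was the 1 list of 23 called here. Without mock array 2 the median was 0.14 (adjusted p = 0.047). The median of the G1/S and DNA replication list was -0.04 (adjusted p = 0.757), with 1 gene lower and 1 higher of 29, and that of the cholesterol synthesis list was -0.12 (adjusted p = 0.367), with 0 of 19 called. CCN2 lost its call without any negative control or mock array (adjusted p of 0.0518 to 0.15), with the blank mean subtracted, median centring, no filter or the methods' t-test (0.0563 to 0.199), and ITGA5 with median centring, the authors' log2 values or the methods' t-test (0.054 to 0.102).

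In all, 465 probes passed for negative control against mock, 288 lower and 177 higher, in 425 genes. The share of lower calls was 61.9%, 90.7% with median centring and 88.8% with the authors' log2 values. The count was 69 without mock array 1, and 124, 231 and 111 without negative control arrays 1, 2 and 3. Of the probes higher with the mimic than with the negative control, 213 were lower in the negative control than in mock, and of those lower with the mimic 128 were higher. Independent lists would share 22.5 and 13.8, and the simulation, which again calls almost none, gave 0 and 0.01. In the other direction, 10 probes were lower in both comparisons and 1 higher in both.

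Markers of other cell types were checked in this single cell line. Of the fibroblast, leukocyte and endothelial lists 4 genes each were above background and tested. None of the 3 lists passed camera in any comparison (for mimic against negative control adjusted p = 0.68 each). Among their genes, CD68 fell against the negative control (signal 17.5 to 7.95, log2 change -0.22, adjusted p = 0.0136) and against mock (-0.25, adjusted p = 0.0332), where the call was lost without any array but negative control array 2 (0.0528 to 0.125) and with median centring, no filter, a fit of the 2 groups alone or the methods' t-test (0.0539 to 0.198). Across the 23 lists, camera called 5 for mimic against negative control (4 lower, 1 higher), 5 for mimic against mock (3 lower, 2 higher) and 1 for negative control against mock. The other 18 lists had camera adjusted p of 0.0935 to 0.986 against the negative control and 0.247 to 0.921 against mock, and the other 22 had 0.0853 to 0.978 for negative control against mock. As a shift in 1 direction against the negative control, fry also called the lists of anti-apoptotic genes (adjusted p = 0.00851, higher), ER chaperones (0.0214, higher) and enterocyte differentiation (0.022, lower). Fry's mixed test gives no direction. There all lists passed but those of miRNA machinery (0.0781), exosome release (0.308), fibroblast (0.996) and endothelial markers (0.622). The leukocyte list passed it (0.00381). Against mock it also called the anti-apoptotic list (0.0338, higher).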

Values the study reported

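The study selected mRNAs by a P value below 0.001, a change above 2.0-fold and a mean log2 signal above 5 in any group, in the comparisons of miR-8073 with the negative control and with the blank. It described 3 assays of each group. For the RNA of these arrays its methods state a time of 5 days from transfection, and its results a time of 1 day. It reported 60 mRNAs that were lower by these criteria.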

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

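The blank-spot background of the reported values and the offset of 16 were chosen after seeing the data, the former before any groups were compared. The other alternatives were planned. Dim probes limit the results, since close to the blank spots the log2 change depends on the background setting, and bright genes such as TK1 also lost their calls under the ring (adjusted p = 1); mock rests on 2 arrays, and where 1 is left out the other is assumed to vary like the other groups. The planned test of seed sites was not run, because no transcript sequences were used. The planned ring background was replaced because the ring was taken to hold spot signal, which was not tested. It called 0 probes in each comparison with limma and with the methods' t-test, 0 at the study's thresholds and 2 lists. At an unadjusted p below 0.05 limma called 367, 266 and 421 of 12904 probes for mimic against negative control, mimic against mock and negative control against mock, and the methods' t-test 305, 408 and 589. Under the ring these changed sign, with no call: MBD3 probe DHsGV10001502 to 0.015, FAM8A1 to -0.055 and, against mock, -0.37, SLC5A6 against mock to 0.010, CENPA to 0.11, CCNA2 to 0.021, CHAF1A to 0.15, IDI1 to -0.54, ITGA5 to 0.090 and, for negative control against mock, -0.026, CYRIB to -0.13 and the median of the G2/M list to 0.033. Outside the ring, 2056 values of 117 gene and list results gave 1697 with the same direction and side of the threshold, 343 weaker, 9 stronger and 7 of opposite sign, all of MBD3 probe DHsGV10001502, which passed nowhere. Against the negative control it was 0.011 with median centring and ran from -0.064 to 0.020 over left-out arrays (0.020 without mimic array 1). Against mock it was -0.038 with the authors' log2 values, -0.0045 with the replicate block, and -0.032 to 0.057 over left-out arrays, below 0 without mimic array 2, mimic array 3 or mock array 1. In the order mimic against negative control, mimic against mock, negative control against mock, both controls and pooled controls, median centring gave 947, 102, 97, 85 and 289 probes (58.1% lower for pooled controls) and 4 at the study's thresholds; the authors' log2 values 914, 147, 89, 114 and 301, and 6; no filter 1254, 268, 178, 203 and 428, with more probes to adjust over. Subtraction of the blank mean gave 207 and the offset of 16 gave 741 for negative control against mock. An intensity trend with robust variances gave 769 for mimic against mock and 891 for negative control against mock. The fit of only 2 groups, with fewer arrays to estimate the spread, gave 185 and 181, and 158 for both controls; the methods' t-test gave 818 for mimic against negative control, then 2, 6 and 1. An estimated correlation left 1 of the 5 lists called for mimic against negative control, 3 of the 5 for mimic against mock and 0 of the 1 for negative control against mock. That setting also changes the degrees of freedom, so the losses are not those of correlation alone. The estimates for the study's genes (-0.15), the cholesterol synthesis list (-0.025) and the G2/M list (0.0044) were below the preset 0.01. Those of the mesenchymal (0.17), G1/S (0.031) and p53 lists (0.014) were above it. The replicate numbers were not taken as pairs: deviations of same-numbered mimic and negative control arrays correlated at 0.10, 0.02 and 0.03, and those of negative control and mock at -0.11 and -0.0042. Those of mimic and mock correlated at 0.35 and 0.27, but these are only 2 pairs, so a shared handling of them is not excluded. With the replicate number as a block the counts were 223 for mimic against mock, 141 for negative control against mock and 182 for both controls, and of the 10 largest falls and 10 largest rises 7 and 5 kept the call against mock. Leaving out 1 array gave 1083 to 2236 probes for mimic against negative control, 126 to 375 for mimic against mock, 69 to 417 for negative control against mock, 111 to 272 for both controls, 277 to 1568 for pooled controls, 0 to 8 at the study's thresholds and 4 to 6 lists. Pooled controls moved to 482, 488 and 419 without negative control arrays 1, 2 and 3, to 322, 363 and 277 without mimic arrays 1, 2 and 3, and to 1568 without mock array 1; the study's thresholds gave 1, 2 and 0 without mimic arrays 1, 2 and 3 and 2 and 3 without mock arrays 1 and 2. Beyond what is stated, the cause was not tested.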

Other observations

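The tests of the single mock arrays, of the G1/S list (brightness, left-out arrays and the difference from the G2/M list) and of the FOXM1 offset were chosen only after the result was seen.

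Some heat shock genes changed in opposite directions against the negative control, where 2 of 16 measured members fell, 4 rose and 10 were not called. Against mock 2 fell and 0 rose. BAG3, a co-chaperone of HSP70, fell against the negative control (778.6 to 328.2, log2 change -1.13 ± 0.12, adjusted p = 0.00157) and against mock (-0.68, adjusted p = 0.0375). HSF1, the transcription factor that activates these genes, fell as well (-0.53, adjusted p = 0.000812), with 1 of the 3 mimic arrays above background. CHORDC1 (0.54, adjusted p = 0.0104), HSPA4 (0.42, adjusted p = 0.0255) and 2 other members rose. The list had a median of 0.02 and did not pass camera (adjusted p = 0.734). In fry's mixed test, of changes in either direction, the list passed (adjusted p = 1.49e-05). Against mock BAG3 lost its call without negative control array 3 or any mimic or mock array (adjusted p of 0.0507 to 0.167). Against the negative control HSPA4 lost it without any negative control array or mimic array 1 or 2 (0.0583 to 0.0848). Other settings ended calls too: HSF1 with the blank mean subtracted (0.0628), CHORDC1 with the authors' log2 values (0.0571), HSPA4 with those values, no filter or the methods' test (0.0635 to 0.0825), and against mock BAG3 with 6 settings (0.0738 to 0.282).

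With camera, lists of apoptosis and interferon genes did not pass in mimic against negative control. The medians were 0.04 for 21 pro-apoptotic genes (adjusted p = 0.68), 0.06 for 9 anti-apoptotic genes (adjusted p = 0.0935) and -0.02 for 13 interferon-stimulated genes (adjusted p = 0.68). With fry the anti-apoptotic list passed, higher against the negative control (adjusted p = 0.00851) and against mock (0.0338). Of its 9 genes 2 rose and none fell against the negative control, and 1 rose and 1 fell against mock. The pro-apoptotic (0.324) and interferon lists (0.168) did not pass fry's test of a shift in 1 direction against the negative control. In its mixed test, of changes in either direction, both passed (adjusted p of 0.0174 and 0.00024). A p that misses the threshold does not show that these genes were unchanged.

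Probes called for mimic against negative control were often called in the opposite direction for negative control against mock, with mock arrays between the other groups. Setting the mimic and mock each against the negative control, the covariance of log2 changes was 0.0254. With the negative control arrays split so that the comparisons shared none, the lowest covariance over 6 splits was 0.0211 (highest 0.0242), which argues against noise of shared arrays as the whole cause. Taking mock arrays singly gave 0.0182 and 0.0326, so the covariance was positive with either mock array alone. Both values use the same negative control arrays in each comparison, so they cannot show whether 1 mock array was unusual. An effect of the negative control sequence itself, or a handling difference of the negative control samples, may account for the pattern. The labels cannot separate these.

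The fall of the G1/S and DNA replication list against the negative control was set against a brightness bias and against single arrays. Its median lay at percentile 0.01 of 10000 lists of equal size matched on mean signal, and the highest adjusted p over the 8 left-out arrays was 1.17e-11, which argues against both. The mean of that list minus the mean of the G2/M list was 0.49 ± 0.04 on mimic arrays (SD, n = 3) and 0.74 ± 0.03 on control arrays (SD, n = 5), with a 2-sided exact permutation p of 0.01786, the smallest that 56 splits allow. On control arrays the G2/M list was dimmer, with means of 7.92 to 7.98 against 8.65 to 8.70. The offset understates changes of dim probes, so the scale may make part of this difference, which was not tested. A stronger effect of the mimic on G1/S genes than on G2/M genes is therefore only a hypothesis. Whether it follows from fewer cells in S phase or from direct regulation was not tested.

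The log2 change of FOXM1 against the negative control was -1.08 here and -3.23 in the authors' log2 values. The offset of 50 is a candidate explanation: with it taken off, the fold here was 9.76 and that of the authors' values 9.40, a ratio of 1.04. No biological explanation was tested, since both values come from the same arrays.

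For mimic against negative control, the real split of 6 arrays called 2017 probes and the highest other of the 10 splits called 0; it was the 1 split with as many, but 10 splits are too few for a share under 0.05. For mimic against pooled controls 773 probes passed, and 2 of 56 splits, the real one included, gave as many. The other split called more, 934, and set the 3 negative control arrays apart, which points to a structure of the samples. The real split was therefore not the most extreme. The test shows that whole sample groups separate, but it cannot tell treatment from handling and does not exclude chance.

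With the study's thresholds set on log2(signal + 50), 10 probes were lower with the mimic in both comparisons. Without mimic array 3 it was 0, and without any other mimic or mock array 1 to 3. With the blank mean subtracted and no offset it was 14 probes, and with the authors' log2 values 6. None of the study's 5 genes was among these 6, with the signal limit taken over the 2 groups compared. FOXM1 and CCND1 met the limits against the negative control only. Each of the counts for both comparisons together is lower than the number quoted from the study above. The counts are not alike: mock has 2 arrays here, fewer than the study describes, which lowers the power of the comparison with mock, and the offset makes the limit on the fold stricter. The cause of the difference was not tested.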
